A study of Homo sapiens with 4 samples.

How the data were processed

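RNA sequencing libraries were analysed from 2 human colorectal cancer cell lines, HT29 and LIM1215, each with 1 library from cells given a control siRNA and 1 library from cells given an siRNA against TMEM161A. The 4 groups of cell line and siRNA followed the sample titles. Each group had 1 library, so no group had a replicate and no value below carries an error between replicates. Per the labels' protocols, total RNA was extracted with a column kit and libraries were made with a stranded mRNA kit, which selects RNA with a poly(A) tail.

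Each library came as a table of 60658 Ensembl gene identifiers with the FPKM deposited by the authors, a number of fragments corrected for gene length and library depth. The aligner, the counting tool, the genome build, the gene annotation and any filter were not stated. Because FPKM is relative to all fragments of a library, a rise in a few abundant genes lowers the FPKM of all others. Very short genes receive high FPKM from single fragments. The treatment of fragments shared between overlapping genes or similar copies was not stated either, so such genes are uncertain.

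Gene symbols, positions, biotypes and transcript sequences were taken from GENCODE release 44 on GRCh38, matched by gene identifier, for 56550 of the identifiers. The remaining 4108 identifiers had no symbol and are not named. This annotation may differ from the authors', and positions are given for it alone.

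The depth was estimated from the values. Most low FPKM values lay on steps, as counts of whole fragments give, but values far below 1 fragment occur too, such as an FPKM of 0.0000532 for SCARNA2 in the LIM1215 control, so not all values are whole fragments. For genes with 1 annotated transcript of at least 500 bases, the number of fragments per library and the length offset were chosen to bring the largest share of low values within 0.03 of a whole number. This share was 82.0% in the HT29 control, 81.2% in the HT29 knockdown, 79.6% in the LIM1215 control and 80.4% in the LIM1215 knockdown library, against 6% for values without such steps. The fitted offset, close to a mean fragment length, was 204 bases in 3 libraries and 202 bases in the LIM1215 control. An FPKM of 1 then stood for 21.24 fragments per kilobase in the HT29 control, 21.56 in the HT29 knockdown, 18.1 in the LIM1215 control and 20.28 in the LIM1215 knockdown library. These depths are estimates through the GENCODE gene lengths. Only a limited range of depths around these values was searched. A true depth lower by a whole factor lay outside that range and would put the same values on whole numbers. The fragment counts and counting intervals below rest on the searched range. Estimated fragments per gene used the canonical transcript, and 95% counting intervals of a ratio used the exact Clopper-Pearson method. Such intervals cover counting error only, not the variation between cultures.

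The main measure was the log2 ratio of FPKM plus a pseudocount of 1, knockdown over control within a line, for the 14803 genes with a mean FPKM over the 4 libraries of at least 1. Of these, 12295 were protein-coding. Fold changes on this scale understate the change of genes with low FPKM. A gene was counted as changed at a log2 ratio of at least 1 in either direction, without a p-value, since genes are not replicates. Counts shared by both lines were set beside the mean of 10000 shuffles of the genes of 1 line within 20 bins of mean FPKM. For each of 15 gene lists, the median log2 ratio was given a percentile among 10000 random lists of the same size matched on mean FPKM in 20 bins. A list was said to stand apart under the 2.5 or over the 97.5 percentile. These percentiles describe the libraries at hand and are no test of the conditions, because the genes of a list vary together. Lists were matched by symbol, and 1 NF-kB target without a single match was left out.

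The genes, lists, thresholds and most alternatives were chosen before the data were examined. Named genes were TMEM161A, its paralog TMEM161B, a panel of 10 cell cycle genes, the 5 largest rises and 5 largest falls shared by both lines, ranked by the smaller of the 2 log2 ratios, and the 3 largest rises and falls within each line. TMEM161A was left out of the ranking. The rule passed over 33 genes whose symbol has several identifiers, of which it would otherwise have picked 1. Picked genes without a symbol are counted but not named. Because this rule picked very short noncoding genes, the same rule was also applied to protein-coding genes, a choice made after the values were seen.

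Alternatives chosen in advance were a pseudocount of 0.1 or 5, no filter on low values or a mean FPKM of at least 5, log2 ratios centred on their median, FPKM rescaled to a common sum (TPM), upper quartile scaling, a 1.5-fold threshold, random lists not matched on expression, and the mean over a list. Protein-coding genes alone, and log2 ratios after removal of their trend on GC content and transcript length (lowess, fraction 0.3), were added after the data were seen.

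For sites of the siRNAs, each sequence of 7 bases (7-mer) present in the 3′ untranslated region (UTR) of at least 30 genes was tested in 12099 protein-coding genes with a 3′ UTR of at least 50 bases. The statistic was the rank-sum z of the log2 ratios of genes with the 7-mer against those without it, after removal of the trend on UTR length and GC content. This z ranks 7-mers and is not read as a p-value.

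The steps across many genes were tested on simulated data. A planted depth of 20 fragments per kilobase and FPKM, inside the searched range, was returned as 19.9 on 16863 genes. Among 13822 genes, 200 changes well past the 2-fold threshold were planted, all in genes with a mean FPKM of at least 5. Of these, 200 were recovered in simulated HT29 libraries and 197 in simulated LIM1215 libraries. Recovery of changes near the threshold or in genes of lower FPKM was not tested. A list of genes moved by 0.5 had a median of 0.45 in the HT29 simulation and 0.47 in the LIM1215 simulation, at the 100 percentile in both. Of 200 unmoved lists, 4% in the HT29 and 7% in the LIM1215 simulation fell outside the band. A planted 7-mer took rank 1 with a z of −18.7, stronger than any z reported below, so weaker associations were not tested. With 30 shared falls planted in lines made independent by shuffling, the count of genes lower in both lines exceeded the shuffled mean by 28.0. With none planted the excess was −1.02. The same shuffle within bins made these lines and the comparison, so this checks the counting and not whether the shuffle suits real genes. A list of 40 genes of high GC content, set off by a planted trend to 0.56, came back to 0.12 (percentile 97.4) after removal of the trend, just inside the band, while a list moved by −0.5 came to −0.48. The search for mismatches returned the planted number in 200 of 200 random sequences.

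Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The clinical tumour samples and the cell assays named in the study's design were not analysed here.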

Results

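The study asked how TMEM161A, a gene for a transmembrane protein, bears on the growth of colorectal cancer. Its expression part compared the transcriptomes of cells with and without a small interfering RNA (siRNA) against TMEM161A. An siRNA is a short RNA duplex whose guide strand directs the degradation of a matching mRNA. HT29 and LIM1215 are established human colorectal cancer cell lines. Per line, 1 library came from cells with a control siRNA and 1 from cells with the TMEM161A siRNA, 4 libraries in all and no replicates, so the other line is the only repeat of the comparison. An FPKM of 1 stood for an estimated 18.1 to 21.56 fragments per kilobase of gene, depending on the library. FPKM above 0 was listed for 23750 genes in the HT29 control, 23397 in the HT29 knockdown, 23521 in the LIM1215 control and 23935 in the LIM1215 knockdown library. Mitochondrial genes held 15.7% of the summed FPKM in the HT29 control, 13.9% in the HT29 knockdown, 16.4% in the LIM1215 control and 14.7% in the LIM1215 knockdown library.

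The libraries were first compared as wholes. Across 14803 genes, Pearson's r of log2(FPKM + 1) was 0.967 between the HT29 libraries and 0.969 between the LIM1215 libraries. Between libraries of different lines it lay between 0.850 and 0.872. Genes are not independent replicates, so these correlations across genes carry no p-value. Each knockdown library thus resembled the control of its own line more than either library of the other line.

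The targeted gene was examined next, as a check of the labels. TMEM161A (ENSG00000064545) lies on the minus strand of chromosome 19, from 19119169 to 19138513 (GRCh38, GENCODE release 44). In HT29 its FPKM was 42.6 in the control and 4.64 in the knockdown library, or 10.9% of control, with a 95% counting interval of 9.39% to 12.6%. The log2 ratio was −2.95. In LIM1215 its FPKM was 39.1 in the control and 7.61 in the knockdown library, or 19.4% of control, with a counting interval of 17.1% to 22.0%. The log2 ratio was −2.22. These values rest on an estimated 1853 and 205 fragments in HT29 and on 1452 and 316 fragments in LIM1215. Among the 200 genes nearest in mean FPKM, none fell as far in HT29 and 1 fell farther in LIM1215. TMEM161A had the 2nd largest fall of the 12295 protein-coding genes in HT29 and the 8th largest in LIM1215. The pseudocount moved this result most. With a pseudocount of 5 the log2 ratio was −2.30 in HT29 and −1.81 in LIM1215.

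The paralog TMEM161B (ENSG00000164180, chromosome 5, 88189633 to 88269476, minus strand) fell less. Its FPKM went from 10.02 to 6.76 in HT29, a log2 ratio of −0.51, and from 11.5 to 7.60 in LIM1215, a log2 ratio of −0.53. The knockdown level was 67.4% of control in HT29 (counting interval 58.9% to 77.1%) and 66.3% in LIM1215 (58.0% to 75.7%).

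Because the study examined proliferation and the cell cycle, a panel of 10 cell cycle genes was compared. CDK1 fell from an FPKM of 43.7 to 21.8 in HT29 (log2 ratio −0.97) and from 29.9 to 19.3 in LIM1215 (−0.61). TOP2A fell from 40.1 to 23.2 in HT29 (−0.77) and from 40.1 to 29.95 in LIM1215 (−0.41). PCNA had log2 ratios of −0.60 and −0.32, CCNB1 of −0.52 and −0.37, and TYMS of −0.54 and −0.26, in HT29 and LIM1215 respectively. TYMS overlaps ENOSF1 and CCND1 overlaps LTO1, each on the opposite strand, and whether counting used the strand was not stated. CDKN1A rose from 189.9 to 414 in HT29 (1.12) and from 206 to 518 in LIM1215 (1.33), the only panel gene past the 2-fold threshold, in both lines. CDK1 in HT29 was at 49.9% of control in FPKM, just past 2-fold, but the pseudocount of 1 left its log2 ratio of −0.97 short of the threshold. It passed the threshold under each of the 3 other scalings, with log2 ratios from −1.06 to −1.01. MYC rose by 0.74 in HT29 and 0.30 in LIM1215, and CCND1 by 0.47 and 0.49. MKI67 had a log2 ratio of 0.07 in HT29 and −0.25 in LIM1215, and CCNE1 of −0.14 and 0.13. The HT29 value of MKI67 changed sign to −0.01 when FPKM was rescaled to a common sum. The other panel values kept their sign under every alternative tried.

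**Figure D1:**
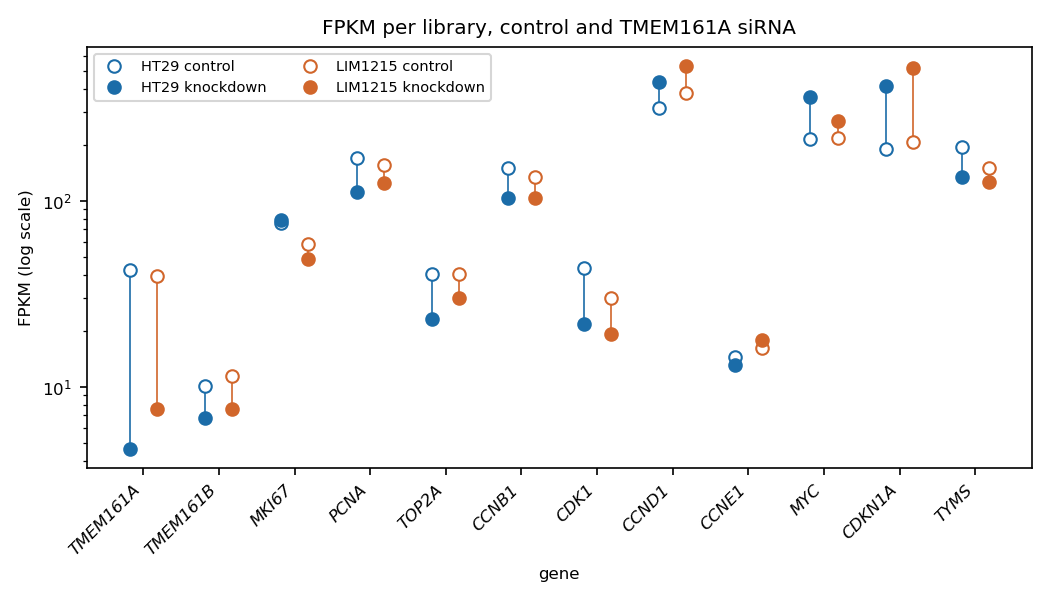
FPKM on a log axis of TMEM161A, TMEM161B and the 10 panel genes in each library, with open circles for the control and filled circles for the knockdown library, joined by a line within each cell line (HT29 blue, LIM1215 orange). TMEM161A dropped from 42.6 to 4.64 in HT29 and from 39.1 to 7.61 in LIM1215, while CDKN1A rose in both lines.

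The number of genes that differed between knockdown and control was then counted in each line. In HT29, 274 genes were higher and 288 lower in the knockdown library by the 2-fold threshold, 3.80% of the genes compared. In LIM1215, 249 genes were higher and 263 lower, 3.46% of the genes. The counts depended most on the pseudocount and the threshold. With a pseudocount of 5 they were 87 and 94 in HT29 and 68 and 88 in LIM1215. Short genes contributed out of proportion. Of the 812 genes with a canonical transcript under 500 bases, 26.8% passed the threshold in HT29 and 25.6% in LIM1215, against 2.32% and 1.99% of the 13822 longer genes. Among protein-coding genes, 118 were higher and 155 lower in HT29, and 93 were higher and 109 lower in LIM1215.

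Counting error alone was simulated for the 13822 genes of at least 500 bases, at the estimated depths. In 20 draws, no more than 2 genes rose and 4 fell past the threshold for HT29, against 145 and 176 observed. For LIM1215 no more than 4 rose and 3 fell, against 135 and 140 observed. The observed differences in these genes therefore exceeded counting error. The variation between cultures of one group was not measured, since each group had 1 library.

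The comparison was repeated across the lines. Genes past the threshold in both lines numbered 41 higher, 69 lower and 43 in opposite directions. Shuffling genes within bins of expression gave means of 7.19, 6.95 and 13.96, with maxima of 17, 18 and 30 over 10000 shuffles. All 3 counts thus lay above the shuffled range, the opposite one included. The shuffle matched mean FPKM but not gene length, and short genes passed the threshold more often in both lines. Among protein-coding genes the counts were 16 higher, 33 lower and 6 opposite, with shuffled means of 1.01, 1.70 and 2.60 and maxima of 7, 9 and 9. Across all genes the log2 ratios of the lines had a Pearson r of 0.266 and a Spearman rho of 0.388. Across protein-coding genes r was 0.460 and rho 0.448. The lowest r over all alternatives was 0.165, with a pseudocount of 0.1. Each line had its own control, so no shared control library contributed to these correlations.

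By the rule set for named genes, the 5 largest shared falls were RNU4-1, RNA5S9, RNA5SP202 and 2 identifiers without a symbol. All were listed at 0 in both knockdown libraries, so no fold change is given. RNU4-1 had an FPKM of 55.7 in the HT29 control and 32.7 in the LIM1215 control, RNA5S9 of 31.3 and 73.5, and RNA5SP202 of 20.9 and 24.5. The number of fragments behind these values is not fixed by the data. The largest shared rises included SNORA7A, which overlaps RPL32 and was listed at 0 in both controls and at 8.03 in HT29 and 9.51 in LIM1215 knockdown cells, and RNVU1-27, listed at 0 in both controls and at 3.11 and 3.31. Within single lines the rule also picked genes shorter than a fragment, among them the mitochondrial tRNA genes MT-TM, MT-TF and MT-TC, VTRNA1-2, TMSB4XP6 and MIR621.

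Among protein-coding genes, a restriction chosen after the values were seen, the 5 largest shared falls were SQLE, PHB2, HMSD, HSPA5 and SDF2L1, with TMEM161A left out. By this rule TMEM161A (−2.95 in HT29 and −2.22 in LIM1215) would have come after SQLE and PHB2. SQLE (ENSG00000104549) fell from an FPKM of 27.3 to 3.95 in HT29 (log2 ratio −2.52) and from 56.6 to 7.70 in LIM1215 (−2.73). PHB2 (ENSG00000215021) fell from 252 to 44.4 in HT29 (−2.48) and from 313 to 51.6 in LIM1215 (−2.58). HSPA5 (ENSG00000044574) fell from 1305 to 398 in HT29 (−1.71) and from 894 to 264 in LIM1215 (−1.76). SDF2L1 had log2 ratios of −1.82 and −1.70. HMSD, with log2 ratios of −1.89 and −2.63, rested on an estimated 18 fragments in the HT29 and 22.6 in the LIM1215 knockdown library and overlaps SERPINB8. The 5 largest shared rises were WDR1 (1.51 in HT29 and 1.38 in LIM1215), MET (1.504 and 1.37), PTPMT1 (2.06 and 1.27), KLF2 (1.37 and 1.22) and PDCD6 (1.34 and 1.20). PTPMT1 overlaps CELF1, NDUFS3 and KBTBD4, and PDCD6 overlaps PDCD6-AHRR, and the treatment of shared fragments was not stated. The largest changes within 1 line that were not shared included FGFBP1, which rose by 2.17 in HT29 and 0.59 in LIM1215, and CCL20, with 0.42 in HT29 and −2.90 in LIM1215. ARRDC4 rose by 0.25 in HT29 and 2.12 in LIM1215, and GPR157 had log2 ratios of −1.38 in HT29 and 1.90 in LIM1215. CCL20 in HT29 rested on about 12.6 and 21.7 fragments, and ARRDC4 in the HT29 control on about 33.8. Short coding genes without a symbol were also picked and are not named.

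**Figure D2:**
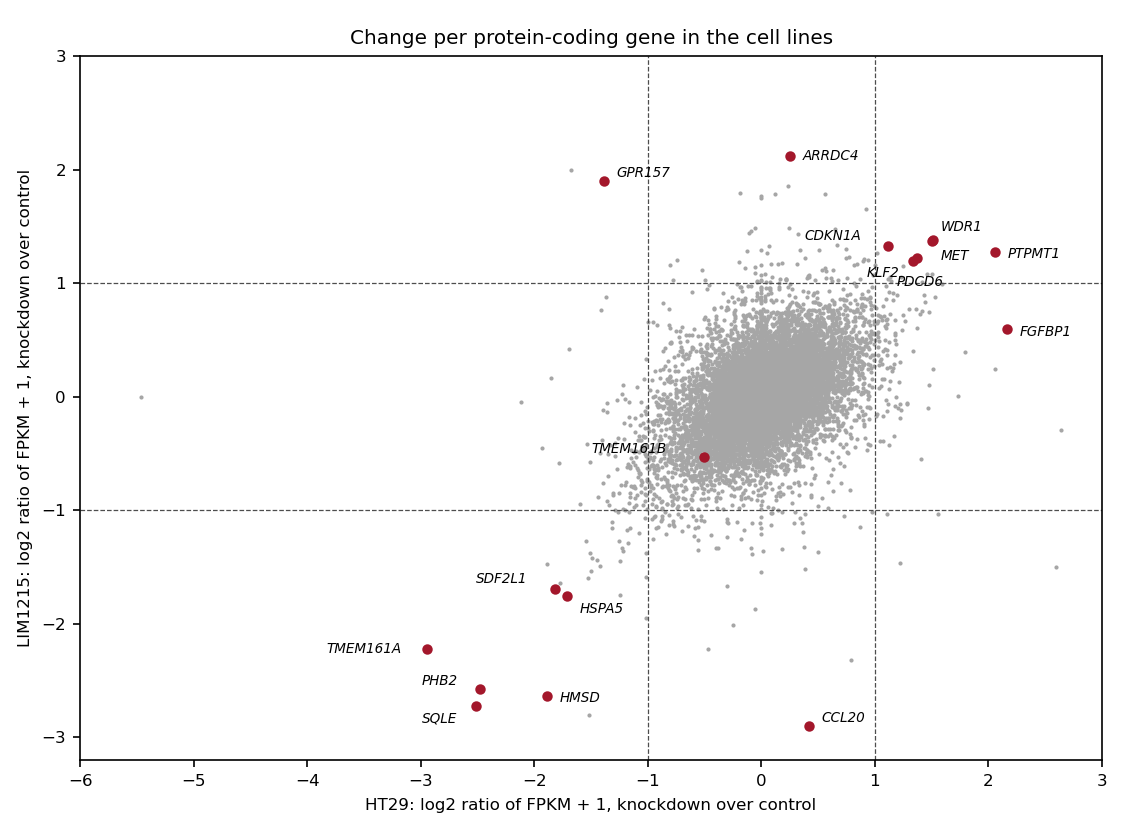
Log2 ratio of FPKM + 1, knockdown over control, in HT29 (x axis) and LIM1215 (y axis) for 12295 protein-coding genes (grey), with named genes in red and dashed lines at the 2-fold threshold. TMEM161A, SQLE and PHB2 lie at the lower left, with log2 ratios from −2.95 to −2.22 in both lines, and Pearson's r across genes was 0.460.

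Gene lists were compared because the study's design names proliferation, the cell cycle and gene set enrichment. Of the 15 lists, 6 stood apart from matched random lists in the same direction in both lines. The S phase list (43 genes) had a median log2 ratio of −0.62 in HT29 and −0.55 in LIM1215, and 41 of its genes were lower in each line. The G2 and M phase list (54 genes) had medians of −0.45 and −0.42, with 47 genes lower in each line. The endoplasmic reticulum (ER) chaperone list had medians of −1.05 and −0.90, and all 20 genes were lower in both lines. Not all of its members are chaperones, with XBP1, HERPUD1, SEL1L, SYVN1, EDEM1 and SEC61B among the others. None of the 10000 random lists had a median as low as these 3 lists in either line. The ATF4 target list was lower by less, with medians of −0.09 (percentile 1.12) and −0.17 (percentile 0.26). The p53 target list (26 genes) was higher, with medians of 0.42 and 0.49, each above all random lists. Cytosolic ribosomal proteins (52 genes) were higher, with medians of 0.26 (percentile 99.985) in HT29 and 0.07 (percentile 98.6) in LIM1215. The LIM1215 median of the ribosomal proteins was inside the random band under 3 alternatives, and the HT29 median of the ATF4 targets under 1. The S phase median moved most when FPKM was rescaled to a common sum in HT29, to −0.70, and with the mean over the list in LIM1215, to −0.62.

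The other 9 lists did not stand apart in the same direction in both lines. In HT29 alone, ribosome biogenesis was higher (0.22, percentile 98.9, against −0.07 in LIM1215), and cholesterol synthesis (−0.17, against 0.09) and oxidative phosphorylation (−0.09, against −0.03) were lower. In LIM1215 alone, Wnt targets (0.35) and colonocyte differentiation (0.30, but 0.06 and inside the band with the mean over the list) were higher, and NF-kB targets (−0.20, against 0.13 in HT29) and hypoxia and glycolysis (−0.12, against −0.02, at percentile 2.495) were lower. The HT29 medians of the Wnt target and colonocyte lists were 0, and 5 members of each were listed at 0 in both HT29 libraries. The type I interferon response (−0.04 and 0.04) and epithelial-mesenchymal transition (0.04 and 0.05) lists lay inside the band in both lines. A list outside the band in 1 line and inside it in the other is not shown to differ between the lines, since that difference was not tested. In HT29, 3 lists were higher and 6 lower than the band, and in LIM1215, 4 were higher and 6 lower.

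**Figure D3:**
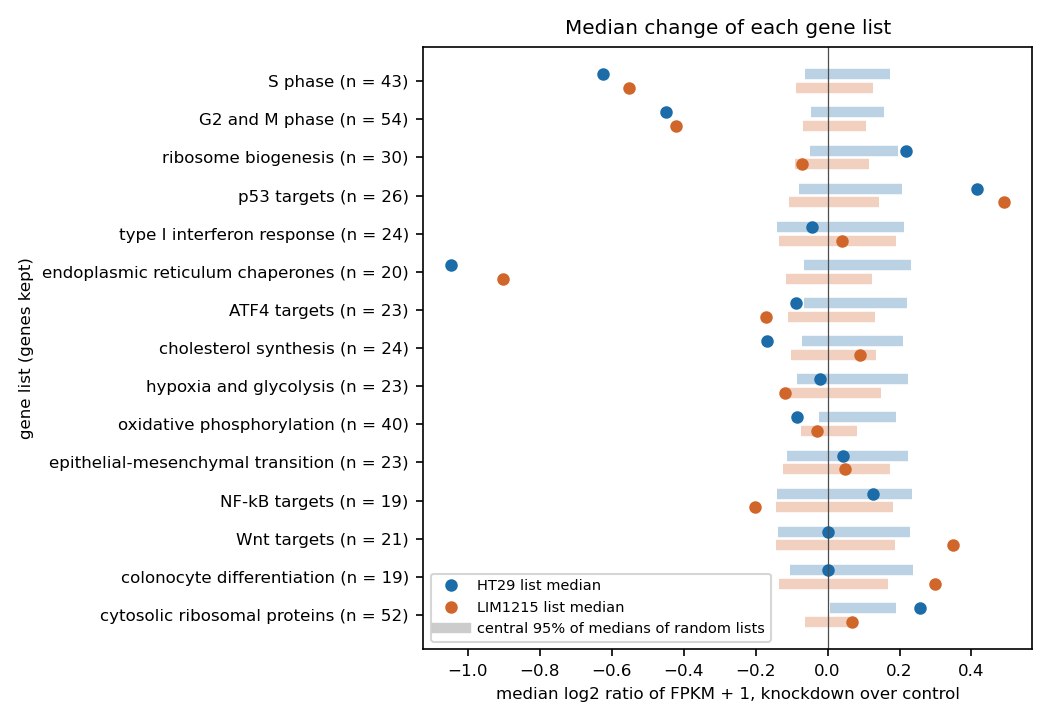
Median log2 ratio of FPKM + 1, knockdown over control, of each gene list in HT29 (blue points) and LIM1215 (orange points), with the number of genes kept, and bars for the central 95% of medians of 10000 random lists matched on mean FPKM. The S phase, G2 and M phase and ER chaperone lists lie to the left of the bars in both lines, and the p53 targets to the right.

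The control libraries of the lines were compared to scale these differences. Between them, 1773 genes were higher and 1099 lower in LIM1215 than in HT29 by the same threshold, 19.4% of the genes. With a pseudocount of 5 the counts were 947 and 353. The excess of higher genes depended on the scaling, with 1527 higher and 1516 lower when FPKM was rescaled to a common sum, 1520 and 1403 with upper quartile scaling, and 1670 and 1231 after centring, which kept the excess. The knockdown libraries thus differed from their controls in fewer genes than the lines differed from each other.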

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

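The tests of counting error, of scaling and of exchanged libraries in this part were chosen after the results were seen. For 4 gene lists, and for 4 named protein-coding genes with FPKM above 0 in all libraries, the log2 ratio went one way in HT29 and the other way in LIM1215. The noncoding genes TMSB4XP6, TERC and SCARNA2 also went opposite ways, but each was listed at 0 or near 0 in at least 1 library and is not weighed here. Each line had 1 library per siRNA, so none of these differences between the lines was tested, and a difference between single cultures stays open for all of them. The labels give no batch.

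The difference, LIM1215 minus HT29, was −0.29 for the ribosome biogenesis list (0.22 in HT29 and −0.07 in LIM1215), 0.0853 for the type I interferon response list (−0.04 and 0.04), 0.26 for the cholesterol synthesis list (−0.17 and 0.09) and −0.33 for the NF-kB targets list (0.13 and −0.20). Of these medians, only those of ribosome biogenesis and cholesterol synthesis in HT29 and of NF-kB targets in LIM1215 lay outside the band of random lists, so none of the lists stood apart in opposite directions in the main analysis. After removal of the trend on GC content and length, cholesterol synthesis did, with −0.26 in HT29 (percentile 0.01) and 0.13 in LIM1215 (percentile 98.9). Scaling of the libraries moves all genes of a line alike. It cannot be told apart from a difference between the lines for the 4 lists in the main analysis, since in at least 1 line each lay inside the band, at percentile 5.02 for ribosome biogenesis, 58.65 for interferon, 90.5 for cholesterol synthesis and 80.3 for NF-kB targets in the line nearer to the middle. For cholesterol synthesis, the places outside the band on opposite sides after trend removal go against scaling of any size. They arose only under that added alternative, so scaling is left open. The interferon list in HT29 moved to 0.00136 with the mean over the list, and the NF-kB list in HT29 to −0.00253 after removal of the trend on GC content and length, so in both cases the opposite direction depended on a value near 0. A biological difference between the lines was not tested.

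MKI67 had log2 ratios of 0.07 in HT29 and −0.25 in LIM1215, a difference of −0.32. Counting error alone is argued against, since the limit of the HT29 interval nearer to no change was 103% of control. Scaling of the libraries cannot be told apart from a difference between the lines, because MKI67 lay at percentile 51 of the 200 genes nearest in mean FPKM in HT29, and its HT29 ratio changed sign to −0.01 when FPKM was rescaled to a common sum. CCNE1 had log2 ratios of −0.14 and 0.13, a difference of 0.26. Its HT29 interval reached 102% of control and so included no change, and counting error may account for its direction in HT29. Scaling of the libraries stays open for CCNE1 too, which lay at percentile 60.5 of its neighbours in LIM1215.

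CCL20 had log2 ratios of 0.42 in HT29 and −2.90 in LIM1215, a difference of −3.32. The HT29 values rested on few fragments, and the lower limit of the interval was 80.4% of control, so counting error may account for the rise in HT29. It leaves the fall in LIM1215, from an estimated 261.2 to 27.98 fragments, which counting does not give. Scaling of the libraries stays open for the rise in HT29, at percentile 87 of the 200 genes nearest in mean FPKM. That rise kept its sign under the 3 scalings tried, at 0.38 to 0.41. In LIM1215 none of the genes nearest in mean FPKM fell as far.

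GPR157 had log2 ratios of −1.38 in HT29 and 1.90 in LIM1215, a difference of 3.28, both past the 2-fold threshold. Counting error is argued against, since the upper limit of the HT29 level was 37.9% of control, on an estimated 1744 and 612 fragments. An exchange of the control and knockdown libraries of 1 line is argued against by TMEM161A, whose level in the libraries labelled knockdown was at most 19.4% of control. Scaling of the libraries moves all genes alike and is argued against, since 0 of the 200 genes nearest in mean FPKM fell as far in HT29 and none rose as far in LIM1215. A difference between the lines and a difference between single cultures stay open. GPR157 was also named by the rule added after the values were seen, so an extreme value was to be found by selection.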

How the results depend on the processing

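Protein-coding genes alone and the removal of the trend on GC content and length were chosen after the data were seen. The other alternatives were planned. No result in the report that passed its threshold changed direction. No paired analysis across the lines was run, because each group had 1 library and the 2 lines give only 2 pairs of control and knockdown.

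The S phase, G2 and M phase, ER chaperone and p53 target lists kept their direction and their place outside the random band in both lines under all 11 alternatives. Their medians ranged in HT29 from −0.70 to −0.58, from −0.53 to −0.39, from −1.13 to −1.01 and from 0.33 to 0.45, and in LIM1215 from −0.62 to −0.50, from −0.44 to −0.37, from −0.95 to −0.82 and from 0.43 to 0.56. The cytosolic ribosomal proteins list in LIM1215, with a median of 0.0672, fell inside the band with no filter on low values (percentile 96.9), with a mean FPKM of at least 5 (percentile 96.7) and with random lists not matched (percentile 79.9). The ATF4 targets list in HT29, with a median of −0.0865, fell inside with random lists not matched (percentile 6.34). In these cases only the random lists changed, not the median, so the choice of background set the outcome.

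Counts of genes moved with the weight given to low values. With a pseudocount of 0.1, 570 genes were higher and 558 lower in HT29, 476 and 508 in LIM1215, 96 were higher and 134 lower in both lines and 97 opposite, and Pearson's r fell to 0.165. With a pseudocount of 5 the counts were 87 and 94, 68 and 88, 9 and 30, and 8 opposite, r was 0.380, and the controls differed in 947 and 353 genes. TMEM161A then had log2 ratios of −2.30 in HT29 and −1.81 in LIM1215. With no filter on low values, 395 genes were higher in LIM1215 and Spearman's rho was 0.257. With a mean FPKM of at least 5, fewer genes entered, and the counts were 128 and 144, 89 and 113, 20 and 40, and 13 opposite, r was 0.375, and the controls differed in 1107 and 563 genes. The 1.5-fold threshold gave 1165 and 1023, 982 and 915, 278 and 317, and 118 opposite. Protein-coding genes alone gave 118 and 155, 93 and 109, 16 and 33, and 6 opposite, with r of 0.460. As opposite changes dropped from 43 to 6 there, much of the disagreement between the lines may lie in genes that are not protein-coding.

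For knockdown against control, centring, rescaling to a common sum and upper quartile scaling each shifted the median of all genes by under 0.1 and the share of higher calls by under 10 points. In HT29 each lowered that share. The common sum did so most, from 48.8% to 40.4%, with 264 genes higher and 389 lower. Between the controls, rescaling to a common sum shifted the median by −0.16 and upper quartile scaling by −0.13. The share of higher calls there went from 61.7% to 50.2% with the common sum (1527 higher and 1516 lower) and to 52.0% with upper quartile scaling (1520 and 1403), while centring kept an excess, with 57.6% (1670 and 1231). The size of the excess of genes higher in LIM1215 thus depends on the scaling. These 3 scalings kept every count within 1.5 times. Of the other results, 30 gene values moved by more than the spread of genes of similar expression, 6 list medians fell inside the band and 1 came to lie outside it, while 461 stayed. The lists that fell inside were NF-kB targets in LIM1215 with no filter on low values (−0.13), hypoxia and glycolysis in LIM1215 with random lists not matched (percentile 3.62) and with the mean over the list (−0.07), oxidative phosphorylation in HT29 with random lists not matched (percentile 2.51), colonocyte differentiation in LIM1215 with the mean over the list (0.06, percentile 69.1) and ribosome biogenesis in HT29 after removal of the trend on GC content and length (0.13). Cholesterol synthesis in LIM1215 came to lie outside after that removal (0.13, percentile 98.9). The cause was not tested. All 30 moved gene values came with another pseudocount, which changes low genes by construction. Correlations were counted as moved at a difference of 0.1, and for these the cause was not tested.

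Depth limits the low and the short genes. For genes as short as RNA5SP202, with an FPKM of 20.9 in the HT29 control, the number of fragments is not fixed and no fold change can be read, while TMEM161A rested on at least 205 fragments per library.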

Other observations

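In this part the tests of single fragments, of short genes, of a seed match in TMEM161B, of a partly matched site in PHB2 and SQLE and of the share of risen genes with a control siRNA site were chosen after the result was seen. The removal of the trend on GC content and length was also added after the data were seen. The 40 tests of this and the first part were all run on the same 4 libraries, so each explanation left open is a hypothesis.

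An siRNA can also lower mRNAs that match only its seed, 7 to 8 bases at the start of the guide strand, in their 3′ UTR. The siRNA sequences were not in the labels. Among 16336 7-mers, the one whose 3′ UTR sites went most with falls was AACTTAG, with rank 1 in both lines (mean z −6.23), followed by ACTTAGA (−5.45) with rank 2 in both lines and by a gap to the next (−3.33). Both occur in the TMEM161A mRNA, as 11.6% of the tested 7-mers do. They overlap as AACTTAGA, which occurs once in the canonical TMEM161A mRNA, at position 666 in the coding sequence (exon 7 of 12, chromosome 19, 19121792 to 19121799, GRCh38). The 441 genes with AACTTAGA in the 3′ UTR had a median log2 ratio of −0.15 in HT29 and −0.09 in LIM1215, against 0.05 and 0.03 for genes with neither 7-mer. In the rest of the mRNA the z of AACTTAG was −1.25 in HT29 and −1.79 in LIM1215, against −6.05 and −6.41 in the 3′ UTR, which argues against codon or sequence composition. These values are consistent with seed matches of the TMEM161A siRNA, rank 1 in both lines. Another shared effect, such as a microRNA with this seed, was not excluded. Direct seed matches do not account for most of the shared falls, since 32.3% of the protein-coding genes lower in both lines (10 of 31) held a site, against 16.02% of all genes tested, and the choice of the 7-mers on the same ratios tends to raise that share.

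The seed sites do not account for the lower lists either. Without members holding a site, the medians nearer to 0 of both lines were −0.53 for S phase, −0.42 for G2 and M phase and −0.88 for the ER chaperones, each below all random lists. Whether these lists follow the fall of TMEM161A, of PHB2, SQLE or HSPA5, or of another transcript was not tested. Of SQLE, PHB2, HMSD, HSPA5 and SDF2L1, only HSPA5 held a seed site in its 3′ UTR, with 1 site. A direct seed match thus stays open for the fall of HSPA5. With 1 siRNA against TMEM161A per line in these libraries, and the same siRNA number in both titles, an effect of the siRNA on other mRNAs may be shared by the lines just as an effect of TMEM161A would be.

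PHB2 and SQLE fell about as far as TMEM161A. Neither of the 2 held a seed site in its 3′ UTR (0 of 2 genes, seed matches of the TMEM161A siRNA), and the longest sequence either shared with TMEM161A was 13 bases, which argues against a perfect siRNA site. The 19 bases of TMEM161A that end at the seed site are GCATGACCCAGAACTTAGA, if the siRNA pairs there. PHB2 holds ACATGGCCCAGAACTTGAA in exon 1 of 10, partly in its coding sequence (chromosome 12, 6970527 to 6970545), and SQLE holds GAATGACCCAGAAGTTATC in its coding sequence (chromosome 8, 125003247 to 125003265), each with 4 mismatches. Of the 12099 genes compared, 0.603% came as near. Of 2233 windows of 19 bases of TMEM161A, 2, or 0.0896%, lay within 4 mismatches of both mRNAs, and the window at the seed site was 1 of them. The 2 windows overlap, at positions 652 and 655, and the first had 4 mismatches to PHB2 and 3 to SQLE. A partly matched site of the TMEM161A siRNA in both mRNAs is thus a candidate explanation, but the limit of 4 mismatches was set after the mismatches of both genes were seen. Some mismatches also lie within the seed site, which reads AACTTGAA in PHB2 and AAGTTATC in SQLE in place of AACTTAGA. Neither mRNA thus keeps the full seed match there. Against a general rule, the 70 other genes within 4 mismatches had medians of −0.02 in HT29 and −0.01 in LIM1215, the higher at percentile 19.9 of random lists. The guide sequence and a second siRNA would decide this.

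Rises also went with 7-mers. GACAGTA had rank 1 in both lines (mean z 7.59), followed without a gap by TGACGTA (6.65) and GACGTAA (6.34), and several of the next held GACGTA too, though C-rich 7-mers such as CACCCCC (4.86) were also among them. Medians with and without GACAGTA differed little, 0.05 against 0.03 in HT29 and 0.07 against 0.02 in LIM1215. They differed more for TGACGTA, 0.23 against 0.03 and 0.17 against 0.02, and for GACGTAA, 0.17 against 0.03 and 0.20 against 0.02. In the rest of the mRNA, examined for GACAGTA alone, its z was 3.11 in HT29 and 3.24 in LIM1215, against 7.73 and 7.44 in the 3′ UTR, so codon or sequence composition does not account for all of it but may add to it. Because the ratio divides by the control library, the rest could come from seed matches of the control siRNA released in the knockdown, rank 1 in both lines. Of the 15 protein-coding genes higher in both lines with a 3′ UTR, 8, or 53.3%, held GACAGTA or TGACGTA, against 9.70% of all genes tested. These 7-mers were picked on the same log2 ratios, so this share largely restates the choice and decides nothing. The sequence of the control siRNA is unknown here, so a microRNA or another shared effect stays open.

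Removal of the trend on GC content and transcript length left the medians nearer to 0 at −0.54 for S phase, −0.39 for G2 and M phase, −0.90 for the ER chaperones and 0.33 for the p53 targets, all outside the random band, which argues against that trend as the whole cause. Other genes of the secretory pathway, not chaperones, were lower too, with medians of −0.23 in HT29 (27 of 34 lower, below all random lists) and −0.18 in LIM1215 (26 lower, percentile 0.01). This was at most 22.1% of the median of the ER chaperone list. That share argues against a fall of all secretory transcripts alike as the whole cause, though a smaller fall is there. Because the ER list is not of chaperones alone, the contrast is not specific to chaperones. Without its 5 highest members (BTG2, CDKN1A, SESN1, ZMAT3 and BAX), the p53 target list stayed at percentile 99.2 or above, so CDKN1A and a few others alone do not make up the rise. Whether p53 itself acts in these cells was not measured.

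TMEM161B fell in both lines. Its transcripts shared 0 sequences of 31 bases with TMEM161A, against reads shared with TMEM161A, and 0 sequences of 19 bases, against a perfect siRNA site shared with TMEM161A. Of its 15 transcripts 0 held a seed match of the TMEM161A siRNA in TMEM161B. Whether TMEM161B fell beyond the ordinary spread of genes of similar expression, and what lowers it, stays open.

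Short genes passed the threshold at 11.6 times the rate of longer genes or more, as FPKM of 1 or a few fragments on short genes would give. For the named short RNAs, single fragments on genes about as short as a fragment stay open. Their control values lay at up to 10 steps of FPKM among genes of the same length for RNU4-1, 6 for RNA5S9 and 2 for RNA5SP202, but as the files hold values far below 1 fragment, a step need not be 1 fragment. Some other RNAs without a poly(A) tail, singled out after their values were seen, fell in both lines: RMRP by log2 ratios of −2.01 in HT29 and −2.35 in LIM1215, RPPH1 of −2.29 and −3.80, SNORD3A of −2.55 and −3.50, RN7SL1 of −1.32 and −2.21, RN7SL2 of −1.09 and −2.89, and RN7SL3 of −1.88 and −3.57. TERC, SCARNA2 and SCARNA10, each with FPKM under 1 in all libraries, were not lower in both lines. The FPKM of TERC went from 0.968 to 0 in HT29 and from 0 to 0.503 in LIM1215. Less carry-over of RNA without a poly(A) tail in the knockdown libraries cannot be told apart from a cellular change. Histone genes, which lack the tail too, were not lower as a list, with medians of 0.07 in HT29 (percentile 68.8) and 0.04 in LIM1215 (percentile 49.9). Their median was 0.59 above that of the S phase list in the line nearer to a fall. Only 11 of 51 were kept, with a median FPKM of 2.69, so they do not decide the question. This reading was made more cautious after the value was seen.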
